# Improved Placement of Multi-mapping Small RNAs

**DOI:** 10.1534/g3.116.030452

**Published:** 2016-05-11

**Authors:** Nathan R. Johnson, Jonathan M. Yeoh, Ceyda Coruh, Michael J. Axtell

**Keywords:** alignment, annotation, sRNA-seq, siRNA, miRNA, bioinformatics

## Abstract

High-throughput sequencing of small RNAs (sRNA-seq) is a popular method used to discover and annotate microRNAs (miRNAs), endogenous short interfering RNAs (siRNAs), and Piwi-associated RNAs (piRNAs). One of the key steps in sRNA-seq data analysis is alignment to a reference genome. sRNA-seq libraries often have a high proportion of reads that align to multiple genomic locations, which makes determining their true origins difficult. Commonly used sRNA-seq alignment methods result in either very low precision (choosing an alignment at random), or sensitivity (ignoring multi-mapping reads). Here, we describe and test an sRNA-seq alignment strategy that uses local genomic context to guide decisions on proper placements of multi-mapped sRNA-seq reads. Tests using simulated sRNA-seq data demonstrated that this local-weighting method outperforms other alignment strategies using three different plant genomes. Experimental analyses with real sRNA-seq data also indicate superior performance of local-weighting methods for both plant miRNAs and heterochromatic siRNAs. The local-weighting methods we have developed are implemented as part of the sRNA-seq analysis program ShortStack, which is freely available under a general public license. Improved genome alignments of sRNA-seq data should increase the quality of downstream analyses and genome annotation efforts.

High-throughput sampling of cDNA libraries derived from endogenous small RNAs (sRNA-seq) is a proven and widely used method. sRNA-seq allows both discovery and quantification of diverse regulatory small RNAs, which can include microRNAs (miRNAs), endogenous short interfering RNAs (siRNAs), and Piwi-associated RNAs (piRNAs), depending on the species and specimen. sRNA-seq data have played critical roles in the advancement of understanding of miRNAs, siRNAs, and piRNAs from numerous species. However, despite the large amounts of available sRNA-seq data, multiple issues remain. For example, the central miRNA database, miRBase, is thought to contain substantial numbers of incorrect annotations (Kozomara and Griffiths-Jones 2014; Taylor *et al.* 2014). Additionally, annotation of siRNA loci is much less well developed, especially in plants, where siRNAs frequently represent the majority of expressed small RNAs (Coruh *et al.* 2014). Many factors contribute to annotation errors and omissions, including the use of suboptimal methodologies for small RNA-seq alignments to reference genomes.

Alignment of small RNA-seq data to a reference genome remains a persistent, if perhaps under-recognized, problem. A major issue is the prevalence of multi-mapping (MMAP) reads in sRNA-seq data. MMAP reads occur when there are multiple best-scoring alignments to the reference genome. MMAP reads are quite rare in modern polyA+ mRNA-seq data due to their longer read-lengths, and due to the fact that polyA+ mRNAs generally are transcribed from single-copy sequences. In contrast, MMAP reads are much more frequent in sRNA-seq data due both to the short lengths of the reads, and their tendency to originate from higher-copy number regions of the genome. Endogenous siRNAs are known to come from repetitive regions of many genomes (Matzke and Mosher 2014), while identical miRNAs are often encoded by multiple paralogous loci (Cuperus *et al.* 2011).

MMAP sRNA-seq reads are often dealt with simplistically, either by randomly selecting one the possible alignment positions, or by ignoring them entirely. For instance, the popular bowtie aligner (Langmead *et al.* 2009) by default randomly selects one position for MMAP reads, and can also be configured to ignore them. Both of these approaches have the advantage of computational speed, but both also have significant downsides: random selection results in large error rates, while ignoring MMAP reads discards large portions of sRNA-seq libraries. More sophisticated approaches for placing MMAP reads have been described for mRNA-seq data. Expression estimation using the ERANGE method, where the expression of MMAP reads is measured as a proportion of uniquely mapped reads within a particular read-cluster, was shown to improve estimates of mRNA abundance from mRNA-seq data (Mortazavi *et al.* 2008). This approach has been applied to sRNA-seq with the SiLoCO method (Moxon *et al.* 2008; Stocks *et al.* 2012), where loci are identified by clustering, and MMAP reads lend abundance proportional to their MMAP-value. A similar approach applied to cap analysis of gene expression (CAGE) data instead weights only by the number of different species of uniquely aligned reads, preventing highly expressed sequences from lending proportionally higher weight (Faulkner *et al.* 2008). Both of these methods improve the accuracy of mRNA quantification. The Rcount method uses similar ideas (Schmid and Grossniklaus 2015), but produces an alignment output, as opposed to solely a quantification of mRNA expression levels.

sRNA-seq and mRNA-seq data are similar in that both data types are expected to frequently result in local genomic clusters of aligned reads with distinct sequences. For mRNA-seq, clustering of alignment positions results from experimentally induced fragmentation of longer mRNAs in preparation for cDNA synthesis and sequencing. In sRNA-seq, nature performs the fragmentation through various RNA processing events acting on longer precursor RNAs. For miRNAs, the precursor stem-loop RNA often produces multiple variants of the major miRNA, including miRNA*s and isomirs (Coruh *et al.* 2014). Endogenous siRNAs from both animals and plants are also often produced from longer hairpin or dsRNA precursors that spawn multiple distinct siRNAs (Allen *et al.* 2005; Okamura *et al.* 2008), or from short dsRNA precursors that are themselves spawned from colocated genomic clusters (Blevins *et al.* 2015; Zhai *et al.* 2015). Finally, piRNAs are also produced in large genomic clusters in multiple animals (Aravin *et al.* 2006; Malone *et al.* 2009). We thus reasoned that the biologically expected clustering of sRNA-seq reads at their true loci of origin would enable an ERANGE- or Rcount-like algorithm to improve placement of MMAP sRNA-seq reads. All of the previously described implementations of this general read-rescue strategy have specific features and settings particular to mRNAs, and hence are not directly useful for sRNA-seq analysis. Thus, we implemented these general ideas into the alignments performed by an updated version of our previously described sRNA-seq analysis tool, ShortStack (Axtell 2013). Here, we describe the implementation and testing of sRNA-seq alignment performance using a local-weighting method to better place MMAP small RNA reads.

## Materials and Methods

### Alignment methods

In thinking about treatment of MMAP sRNA-seq reads, we make two assumptions. First, we assume that each read in a sRNA-seq experiment represents a single small RNA molecule, which therefore must have had a single genomic origin. Note that this assumption does not mean we assume that all reads with the same sequence necessarily have the same genomic origin. For instance, if we find 100 reads of identical sequence with a MMAP value of two (*e.g.*, two possible alignment positions), it is certainly possible that some of those reads came from one location, and the rest from the other. In other words, we treat single reads as indivisible, but multiple reads with the same sequence can each be placed in a different location. Second, we assume that the goal of sRNA-seq alignment to the reference genome is to identify the site of transcriptional origin of the small RNAs, not to list their possible targets. Target predictions, which usually involve lineage-specific parameters and only a subset of the genome (for instance, mature mRNAs only for most miRNAs), are a separate issue than determining the transcriptional origins.

We implemented alternative methods for handling MMAP sRNA-seq reads into version 3 of our general-purpose sRNA-seq analysis software, ShortStack (Axtell 2013), which is publicly available at https://github.com/MikeAxtell/ShortStack/releases. ShortStack takes in raw sRNA-seq data (in fasta, fastq, or color-space formats), and a corresponding reference genome, and performs alignment, annotation, and quantification of expressed small RNAs (Figure 1). In the first step of alignment (Figure 2A), ShortStack uses bowtie (Langmead *et al.* 2009) to identify all possible best-matched alignments for each read, subject to a default, user-adjustable limit of 50 alignments per read. ShortStack will then calculate a probability for each alignment according to one of three alternative methods. Consider an example read with two possible alignments to different loci in the genome (green-colored read in Figure 2B). Each of the two possible loci in this example have different “neighborhoods” of adjacent alignments of other reads. In random-placement mode, the probability of originating from a locus is simply 1 / *n*, where *n* is the number of possible alignments; in the example read from Figure 2, each position thus has a probability of 50% (Figure 2C). This emulates the default behavior of bowtie (Langmead *et al.* 2009) and bwa (Li and Durbin 2009). In unique-weighting mode (U), the frequencies of uniquely aligned reads mapping within the vicinity of the alignment under consideration are tallied. For the example read in Figure 2, locus 1 has seven uniquely aligned reads in the vicinity, while locus 2 has only one (Figure 2D). Thus, in U mode, the probability of the example read originating from locus 1 is calculated as 87.5%, while the probability of originating from locus is calculated as 12.5% (Figure 2D). The fractional method (F) uses all reads mapping within the vicinity of an alignment. Unique reads in the vicinity lend full weight, while MMAP reads provide weights inversely proportional to their MMAP-value. For the example read in Figure 2, the weighted probability for originating from locus 1 is thus calculated at 73.7%, while the probability for originating from locus 2 is calculated as 26.3% (Figure 2E). The calculated probabilities are then used as weightings in a random number selection to designate the primary alignment for the read (Figure 2F), and all of the other possible alignments are marked as secondary alignments. Alternatively, ShortStack can be instructed to simply ignore (N) all MMAP reads (Figure 2G), emulating the behavior of bowtie with option -m 1 set, or that of Novoalign’s default settings.

**Figure 1:**
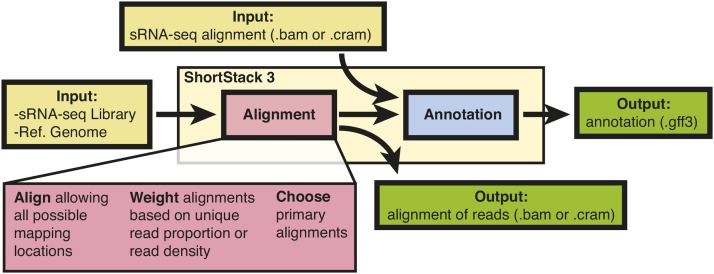
Overview of ShortStack methodology.

**Figure 2:**
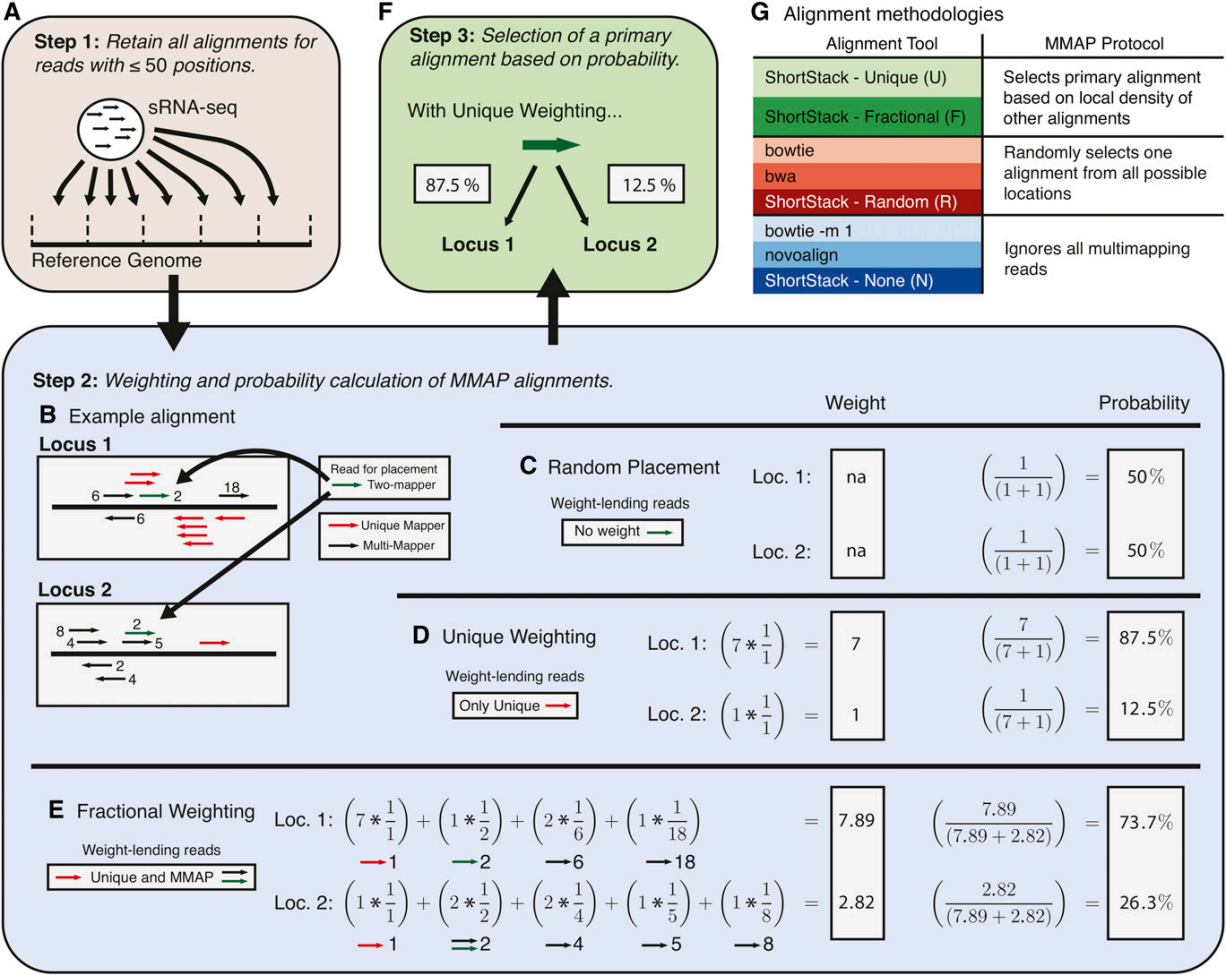
ShortStack3 alignment methodology. (A) First step in alignment by ShortStack: initial alignment of sRNA-seq reads to a reference genome. (B) Example of local alignments for a read (green) with an MMAP-value of two. Numbers adjacent to reads indicate their MMAP-value. (C) Weighting scheme for random placement of MMAP reads. (D) Weighting scheme for ShortStack’s Unique (U) method. (E) Weighting scheme for ShortStack’s fractional (F) method. (F) Final step: choosing a single primary alignment based on calculated probabilities. (G) Alignment tools grouped by MMAP methods.

The vicinities used in methods U and F are obtained by first dividing the reference genome into 50-nt bins. The bin of a given alignment is defined as the location of its left-most aligned nucleotide. The vicinity is then defined as the total number of reads in a five-bin window, with the center bin being that of the alignment in question. Thus, the vicinity is essentially a 250-nt window centered on the alignment in question. When run in modes U or F, MMAP reads for which the computed probabilities at all positions are equal remain a random guess. In those cases, such reads will be suppressed entirely (marked as unmapped) if they had more than three possible alignment positions (this threshold is user-adjustable).

It is important to note that the U and F weighting methods are not ’winner-take-all’. For instance, if the U method was used for the example in Figure 2, there would be a 12.5% probability that the less-likely position would be marked as the primary alignment. Similarly, MMAP placement decisions are made on per-read basis, not a per-sequence basis. For example, 100 MMAP sRNA-seq reads of identical sequence, with two possible alignment positions of probabilities 80% and 20%, we expect ∼80 of the reads to be placed in the first position, and ∼20 of them to be placed in the second position.

### Data sources

sRNA-seq libraries from *Arabidopsis thaliana*, *Oryza sativa*, and *Zea mays* were obtained from the NCBI Sequence Read Archive (SRA) (Supplemental Material, Table S1). Libraries were selected that had > 5 million raw reads, were available in an unprocessed format, and were derived from an Illumina instrument. 3′-Adapter sequences were discovered using find_3p_adapter.pl (available at http://sites.psu.edu/axtell/), and removed using ShortStack’s internal adapter trimming protocol. Simulated sRNA-seq libraries were produced to closely emulate real sRNA-seq data. This process was accomplished through a custom python script and wrapper run under default settings: sRNA-simulator.py (File S1). This script uses a real sRNA-seq library as the basis for each simulated library. Real sRNA-seq libraries were aligned using bowtie (Langmead *et al.* 2009) reporting all alignments. Regions of the genome that had no alignments were removed from consideration as simulated loci, while genomic regions prone to alignments with certain length classes of sRNAs became candidate regions for simulated heterochromatic siRNA (hc-siRNA; 23–24 nt) and *trans*-acting siRNA (21 nt) loci. miRNA candidate regions were picked based on prior annotated loci, available through miRBase (Kozomara and Griffiths-Jones 2014). Simulated loci were chosen from these candidate regions at random. Five million reads were then generated from these simulated loci, generating roughly 3.25 M hc-siRNA, 1.5 M miRNA, and 250 k tasiRNA reads. Loci were made to approximate real loci in size and pattern: hc-siRNA as primarily 24 nt RNAs from 200- to 1000-nt loci, from both genomic strands; miRNA as 21-nt RNAs from 125-nt loci with a miRNA and miRNA* pattern; tasiRNA as 21-nt RNAs from 140-nt loci producing a number of phased reads, from both genomic strands. All three loci types produced a realistic distribution of differently sized or shifted reads to simulate misprocessing. Sequencing errors are simulated at a rate of one mis-sequenced base per 10,000 reads. Unlike real data, simulated reads are traceable to their loci of origin, and thus are suitable to discern correct placements from incorrect ones. PolyA+ mRNA-seq data were obtained from SRA (Table S1). Reference genome versions were TAIR10 (*A. thaliana*), IRGSP7 (*O. sativa*), and B73v3 (*Z. mays*).

### Alignments and analyses

sRNA-seq libraries were aligned using ShortStack (Axtell 2013), bowtie (Langmead *et al.* 2009), bwa (Li and Durbin 2009), and Novoalign (Novocraft.com). Specific versions and settings are specified in Table S2. mRNA-seq libraries were trimmed using cutadapt (Martin 2011), or processed as needed to depair paired-end datasets, and aligned using tophat2 (Kim *et al.* 2013) with bowtie (Langmead *et al.* 2009) as its alignment algorithm. Data processing details for each analysis are listed in Table S1.

### Analysis of Pol IV / RDR2-dependent siRNAs

Candidate RNA polymerase IV / RDR2 (P4R2)-dependent siRNA precursors were obtained from RNA-seq data from *A. thaliana dcl234* triple mutants (Li *et al.* 2015; Blevins *et al.* 2015; Zhai *et al.* 2015; Ye *et al.* 2016). Alignment was performed using bowtie, tolerating no mismatches, and retaining only uniquely aligned reads between 28 and 60 nt in length. These reads were then used to computationally generate four, 24-nt siRNA ‘daughters’ from each putative precursor, corresponding to both ends of top and bottom strands of the presumed duplex. Computational daughters that were actually sequenced in the corresponding wild-type sRNA-seq libraries (Table S1) were noted. The wild-type sRNA-seq data were aligned using different alignment approaches. The precision of the tracked MMAP daughter reads was assessed using the coordinates of the corresponding uniquely aligned precursor as the known true origins.

### sRNA-seq

Total RNA was isolated from wild-type Col-0 *A. thaliana* inflorescences using Tri-Reagent per the manufacturer’s instructions (Thermo Fisher, 4368814). sRNA-seq libraries were constructed using the Tru-Seq sRNA kit (Illumina, RS-200-0012) as per the manufacturer’s instructions, and sequenced on an Illumina Hi-Sequation 2500. sRNA-seq data has been deposited at NCBI GEO under accession GSE76281 (Table S1).

### qRT-PCR of primary miRNA transcripts

Total RNA was isolated from wild-type Col-0 *A. thaliana* inflorescences using Tri-Reagent as per the manufacturer’s instructions (Thermo Fisher, AM9738). Primers were designed using the NCBI PrimerBlast tool (Ye *et al.* 2012), and targeted the 3′ region downstream of the Dicer-Like (DCL) cleavage sites. Primer sequences are given in Table S3. cDNA was synthesized using a reverse transcription kit (Thermo Fisher, 4368814), and qRT-PCR experiments run on a Life Technologies StepOne Plus real-time PCR instrument using SYBR Green-based master mix (Quanta Biosciences, 95073-012) as per the manufacturer’s instructions. Expression is calculated as the fluorescence relative to actin (ACT2), calculated using grouped PCR efficiencies from analysis by LinRegPCR (Ramakers *et al.* 2003; Čikoš *et al.* 2007).

### Data availability

Information on sequencing libraries generated in this study are available through data in public repositories: NCBI GEO, accession number GSE76281. Information and accessions for all other libraries used are available in Table S1. The sRNA-seq simulator script is provided as File S1 and all other scripts used in analysis are available upon request. Sequences and annotation information for miRNAs were acquired through miRBase (Kozomara and Griffiths-Jones 2014).

## Results and Discussion

### Prevalence of MMAP reads in sRNA-seq data

In a survey of polyA+ mRNA-seq data from three plant species, MMAP percentages above 10% are rare (Figure 3A). In contrast, sRNA-seq datasets from the same three species frequently have > 50% MMAP reads (Figure 3A). This illustrates the extent of the MMAP problem specifically in sRNA-seq data. We examined a collection of studies (*n* = 20) where plant sRNA-seq data were aligned to a reference genome (Figure 3B and Table S4). In 80% of cases, MMAP reads were handled by random selection, where a single possible alignment is randomly selected for each MMAP read. Although computationally easy, random selection is highly imprecise, as most random choices will be wrong. Another 10% of the studies examined simply ignored MMAP reads. This method has the clear disadvantage of discarding huge amounts of data, often > 50% (Figure 3A). This survey of data and published studies clearly indicates that MMAP reads are a large issue in sRNA-seq data analysis that are often dealt with ineffectively.

**Figure 3:**
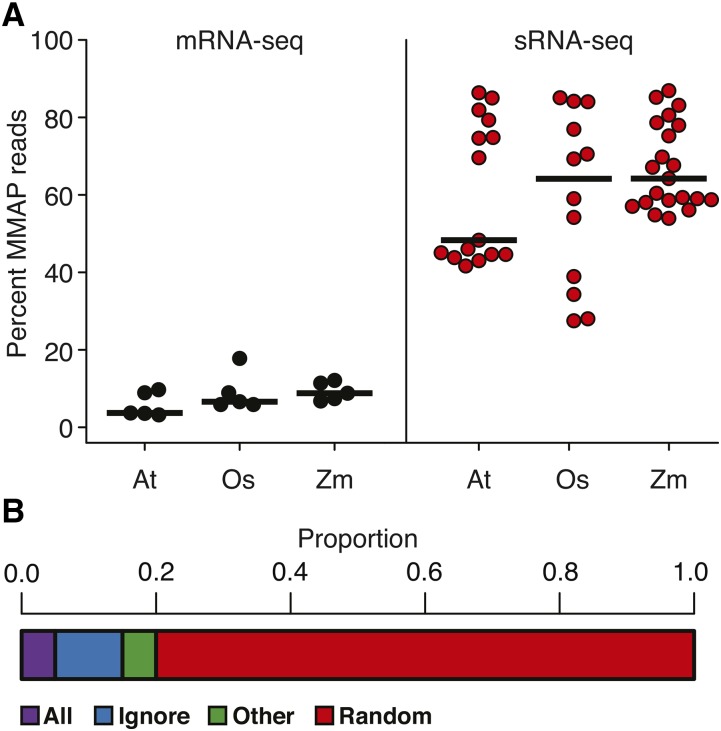
Prevalence of MMAP reads and methods. (A) MMAP rates for reads from mRNA-seq and sRNA-seq data from *A. thaliana* (At), *O. sativa* (Os), and *Z. mays* (Zm). Horizontal bars mark median values, circles mark values for individual libraries. (B) Proportion of MMAP-selection methods for sRNA alignment in recent literature (*n* = 20; Table S4).

### High-precision alignments of MMAP sRNA-seq reads

We designed two alternative modes of proximity-based weighting systems (U and F) to place MMAP reads, and implemented them in the sRNA-seq analysis software ShortStack (Figure 2) (Axtell 2013). We then conducted a performance analysis comparing these methods to several other aligners with various settings. The alignment methods can be classified into three groups based on their treatment of MMAP reads (Figure 2): ShortStack-U and -F both use a proximity-weighted scheme to influence placement of MMAP reads. In contrast, under their default settings, bowtie (Langmead *et al.* 2009) and bwa (Li and Durbin 2009) randomly place MMAP reads, as will ShortStack when run in the R mode. Finally, Novoalign, bowtie with setting -m 1, and ShortStack in mode N, all will simply ignore MMAP reads. We simulated sRNA-seq data based on the properties of real datasets from *A. thaliana*, *O. sativa*, and *Z. mays*. Unlike real data, the ‘correct’ alignment location for each MMAP is known for simulated data. This allows direct comparison of aligner performance. Specifically, we can count true positives (aligned reads that are put in the correct position; TP), false positives (aligned reads that are put in the incorrect position; FP), true negatives (unaligned reads that have no possible alignment position; TN), and false negatives (unaligned reads where there is at least one valid alignment position; FN). Precision [TP / (TP + FP)] and sensitivity [TP / (TP + FN)] can then be calculated in the standard manner.

In nearly all cases, the highest precisions were obtained with ShortStack’s U method (Figure 4A). ShortStack-U had significantly (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05) higher precisions than any non-ShortStack method. The results were especially striking when examining the precision specifically for MMAP reads. ShortStack’s U method routinely achieved precision values of ≥ 75% (Figure 4A). In contrast, none of the random-placement, or ignore MMAP, methods ever had MMAP precision values > 50%. The high precision does come at the cost of sensitivity: as described in *Materials and Methods*, ShortStack-U and -F will not place all MMAP reads. Instead, if a read has too many possible positions (default is > 50), or if the weighted probabilities are equal, MMAP reads are suppressed. Depressed sensitivities are more apparent in the more repetitive genome of *Z. mays* as compared to *A. thaliana* (Figure 4A). We computed F1 scores (harmonic means of precision and sensitivity) to assess the balance between precision and sensitivity. By this metric, ShortStack-U and -F both performed significantly (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05) better than any other method in all three species (Figure 4A).

**Figure 4:**
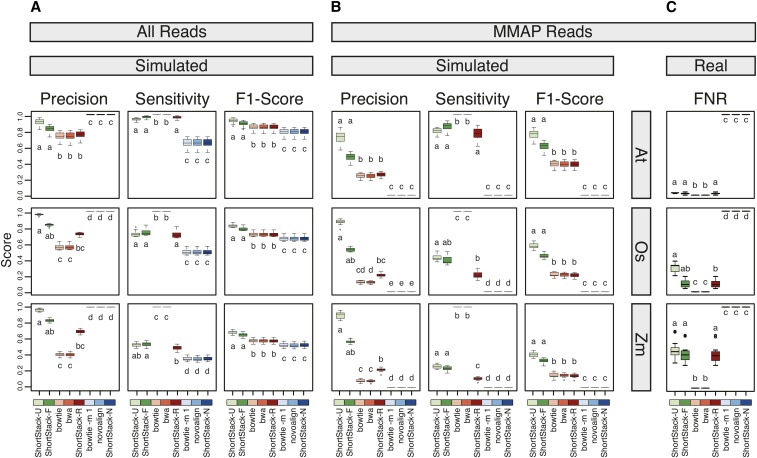
Performance analysis of sRNA-seq alignment methods. (A) Precisions, sensitivities, and F1 scores for alignments of simulated sRNA-seq data with the indicated methods for entire datasets. Boxplots show medians (central bars), the 1st to 3rd quartile range (boxes), other data out to 1.5 the interquartile range (whiskers), and outliers (dots); *n* = 15, 12, and 21 for the At, Os, and Zm data, respectively. Treatments sharing a common letter indicate groups that are not significantly different by nonparametric analysis (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05). (B) MMAP reads only. Same analysis and conventions as in (A). (C) False negative rates for alignments of real sRNA-seq data with the indicated methods for MMAP reads. Plotting conventions as in (A). At, *A. thaliana*; Os, *O. sativa*; Zm, *Z. mays*.

Analysis of real libraries is limited to examination of false negative rates [FNR = FN / (FP + TP)], as TP and FP cannot be distinguished. As expected, FNRs are higher in *Z. mays* and *O. sativa* relative to *A. thaliana*, reflecting the higher proportions of reads with high MMAP-values from the more repetitive genomes (Figure 4C). Under default settings, ShortStack’s U and F methods discard ∼30–50% of the MMAP reads from rice and maize, but are likely placing the remainder with very high confidence.

### Precision is a function of MMAP-value

As discussed above, our methods by default will not attempt weighting or placement of MMAP reads with > 50 possible alignment positions. This is based on the prediction that, for reads with very high MMAP-values, we will have an unacceptably high error rate. We tested this prediction by examining the precision values in our simulated datasets as a function of MMAP value (Figure 5, A and B). As expected, precision declines as a function of higher MMAP values in all cases (Figure 5A), with random having the most severe drop-off. Notably, the U method consistently gives the highest precisions at a given MMAP value. Analysis of cumulative precisions showed that plateaus of precision generally became apparent at MMAP-values ∼50 (Figure 5B), justifying our default settings to ignore reads with > 50 possible alignment positions. Our simulated data had more high MMAP reads than real data (Figure 5C), indicating that aligner performance with real data is likely to be superior to that estimated using simulated reads.

**Figure 5:**
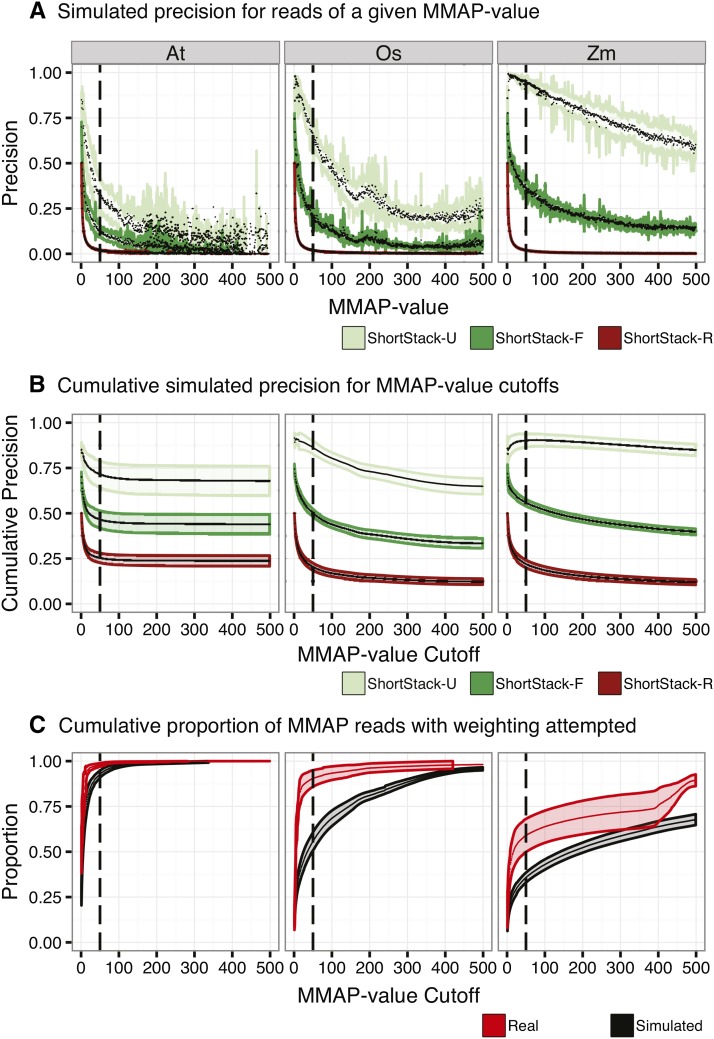
Influence of MMAP-value on performance. (A) Precision as a function of MMAP-value for simulated sRNA-seq data from the indicated species and alignment method. MMAP-value is the number of possible alignment positions for a read. Colored lines are standard deviations, black dots are mean values. Heavy dashed line at MMAP = 50 indicates the default cutoff value for ShortStack, above which placement of MMAP reads is not attempted. (B) Cumulative precision as a function of MMAP-value for simulated sRNA-seq data from the indicated species and alignment method. Plotting conventions as in (A). (C) Cumulative proportion of real and simulated sRNA-seq data retained by ShortStack alignments under differing MMAP-value cutoffs. Note that simulated libraries have higher proportions of reads with high MMAP values. Plotting conventions as in (A). At, *A. thaliana*; Os. *O. sativa*; Zm, *Z. mays*.

### Experimental testing of alignment methods

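The 3 *A. thaliana* families examined here are miR165, miR166 and miR390. The mature miR165 is TCGGACCAGGCTTCATCCCCC, the mature miR166 is TCGGACCAGGCTTCATTCCCC and the mature miR390 is AAGCTCAGGAGGGATAGCGCC, each 21 nt long. miR166 differs from miR165 by 1 substitution, C17T, counted from 1 at the 5′ end of the mature miRNA, with the miR165 base first. Positions are given on TAIR10.1 and come from the annotated *MIRNA* genes of that build and from exact matches of the mature sequences to it. The paper names TAIR10 as its reference, and no coordinates were taken from the deposited table, which lists loci by name only. miR165 matched 2 positions in the genome, both on the minus strand. These lie in *MIR165a* (AT1G01183, chromosome 1 from 78927 to 79037) and in *MIR165b* (AT4G00885, chromosome 4 from 369831 to 370012). *MIR165a* is overlapped on the opposite strand by the noncoding gene AT1G08765, and no other gene annotation overlaps the remaining loci. miR166 matched 7 positions. 6 of them lie on the plus strand, in *MIR166a* (AT2G46685, chromosome 2 from 19176108 to 19176277), *MIR166b* (AT3G61897, chromosome 3 from 22922206 to 22922325) and, all on chromosome 5, *MIR166c* (AT5G08712, from 2838635 to 2838773), *MIR166d* (AT5G08717, from 2840622 to 2840734), *MIR166f* (AT5G43603, from 17516301 to 17516405) and *MIR166g* (AT5G63715, from 25504798 to 25504919). The other, in *MIR166e* (AT5G41905, chromosome 5 from 16775520 to 16775662), is on the minus strand. miR390 matched 2 positions, both on the plus strand, in *MIR390a* (AT2G38325, chromosome 2 from 16061954 to 16062060) and *MIR390b* (AT5G58465, chromosome 5 from 23636947 to 23637066). All 11 matches fell on an annotated paralog, so the number of matches of each family equals its number of loci in Fig. 6.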

Mature miRNAs are frequently encoded by multiple paralogous loci, which causes sRNA-seq reads corresponding to the mature miRNA to be MMAPed. However, the primary transcripts derived from each of the paralogs typically are much longer, and have distinct sequences, such that qRT-PCR approaches can distinguish them. 

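The sequence outside the mature miRNA was examined on TAIR10.1 in the same way. Around each mature miRNA, a window of 250 nt was taken, made of 5 bins of 50 nt as in the vicinity that ShortStack uses, and the 21-mers starting in it were searched in the whole genome on both strands. Between 225 and 249 of the 250 21-mers occurred once in the genome. The fewest were found near *MIR166b* (225), and *MIR166a* had 227. With 24-mers in place of 21-mers, 233 of 250 were unique at both of these loci. The annotated miRNA*, the strand paired with the miRNA in the precursor, is GGACTGTTGTCTGGCTCGAGG at *MIR166a* and at *MIR166b*, and this sequence has 2 matches in the genome. The miRNA* annotated at *MIR165a*, *MIR166e*, *MIR390a* and *MIR390b* each have 1 match, and none is annotated at the other 5 loci. Each of the 22 *MIRNA* primers of Table S3 had exactly 1 match in the genome, and each of the 11 pairs gave 1 product, between 56 and 111 nt long. The product was 77 nt for *MIR166a* (chromosome 2 from 19176271 to 19176347), 60 nt for *MIR166b* (chromosome 3 from 22922332 to 22922391) and 59 nt for *MIR166g* (chromosome 5 from 25504949 to 25505007). All 11 products lay 3′ of the mature miRNA and of the annotated miRNA*, where there was one. Their first base was between 4 nt (*MIR166f*, *MIR390a* and *MIR390b*) and 53 nt (*MIR166d*) past the last base of these.

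**Figure D1:**
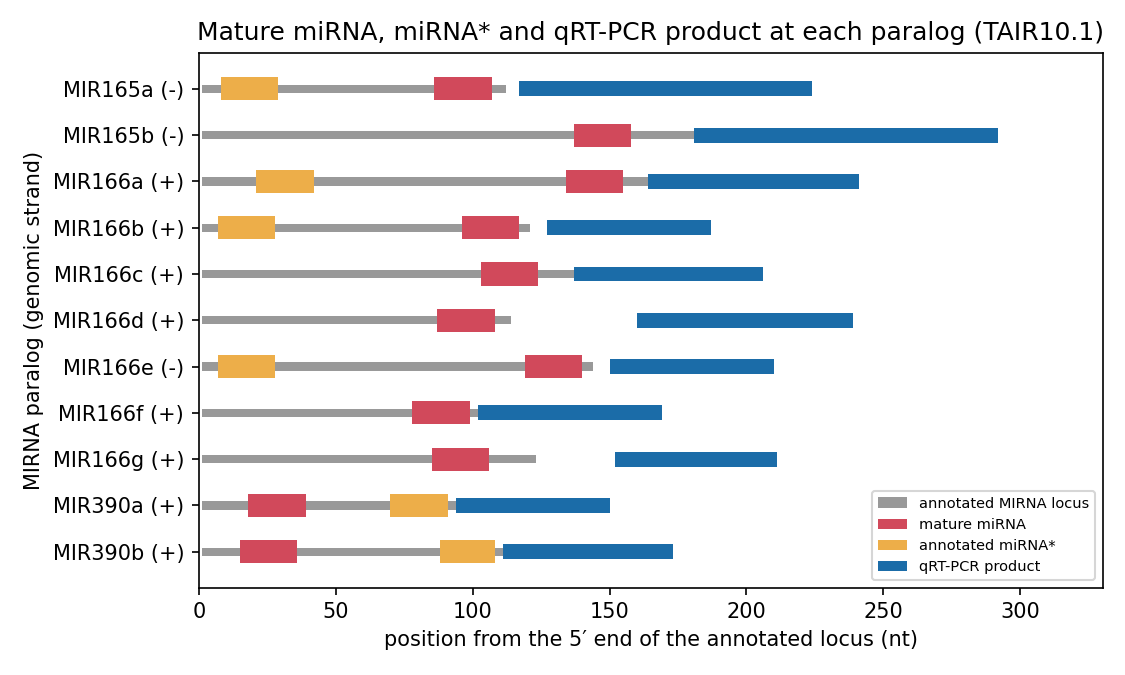
Positions of the mature miRNA, the annotated miRNA* and the qRT-PCR product at each of the 11 paralogs, in nt from the 5′ end of the annotated locus, on TAIR10.1. Grey bars are the annotated loci, and each product starts between 4 and 53 nt past the last base of the mature miRNA or miRNA*.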

We used accumulation levels of primary transcripts as proxies for the true expression levels of various *A. thaliana MIRNA* loci that encode identical mature miRNAs, and compared those data to estimates derived from small RNA-seq alignments (Figure 6). qRT-PCR indicated sharp differences in primary transcript accumulation for each of the three miRNA families we studied (Figure 6A). 

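The sRNA-seq data of this comparison came from inflorescences of wild-type plants of Col-0, the accession of the *A. thaliana* reference genome. 3 biological replicate libraries were sequenced, and there was no other condition. The authors trimmed the 3′ adapters, aligned each library by 8 methods, and deposited for each library and method the number of reads placed on each of the 11 loci, as raw counts and as RPM. Each RPM value was the count divided by 1 total per library, the same for all methods. The totals were 9624898 reads in replicate 1, 11578886 in replicate 2 and 8274294 in replicate 3, so that 1 read was worth between 0.0864 and 0.121 RPM. The paper's text does not name which reads this total counts, or how reads of other lengths at a locus were treated. Within each library, the reads of a family summed to the same number under all 5 methods that place MMAP reads. There were 233318, 238088 and 238356 miR165 reads in replicates 1, 2 and 3, 688233, 763050 and 771145 miR166 reads, and 3297, 5687 and 3865 miR390 reads. Over the replicates, this was 24537 ± 4130 RPM (SD, n = 3) for miR165, 76868 ± 14417 RPM for miR166 and 434 ± 79.8 RPM for miR390. ShortStack-N, bowtie with -m 1 and Novoalign, which ignore MMAP reads, listed 0 reads at all 11 loci in all 3 libraries. Since each mature miRNA has more than 1 match in the genome, these methods give 0 for reads of the exact mature sequence. The listed counts thus held no uniquely aligned reads of any length. The counts of 0 do not mean that no reads aligned uniquely near these loci, since ShortStack-U takes its weights from such reads. The libraries were distinct, since the family counts of any pair differed by far more than the sampling noise (smallest chi-square 6369 with 3 degrees of freedom). From the deposited values, the share of each paralog in the reads of its family was computed per library and method, and then its mean and SD over the replicates. The library total cancels in a share. Intervals are 95% Clopper-Pearson intervals on the read counts, and like the limit of 3 reads that is given for a count of 0 under a method that places MMAP reads, they cover counting error only, because copies of 1 molecule made by PCR were not told apart. The qRT-PCR values of Fig. 6A were not analysed here.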

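Under ShortStack-U, *MIR165a* received 89.9% ± 1.50 (SD, n = 3) of the miR165 reads. This was 22106 ± 4068 RPM, against 2431 ± 86.1 RPM at *MIR165b*. *MIR166a* received 97.9% ± 3.08 (SD, n = 3) of the miR166 reads, or 75457 ± 15762 RPM, from 94.4% in replicate 2 (interval 94.3 to 94.4%) to 99.7% in replicate 1. *MIR390a* received 83.0% ± 3.72 (SD, n = 3) of the miR390 reads, or 362 ± 79.3 RPM, against 72.1 ± 6.98 RPM at *MIR390b*. The share of *MIR390a* was 78.9% in replicate 1 (interval 77.4 to 80.2%) and 86.1% in replicate 3 (interval 85.0 to 87.2%). These intervals cover the counting of the placed reads, not that of the uniquely aligned reads that guide them. These 3 paralogs, whose primary transcripts are the highest of their families in Fig. 6A, were fixed as the leading ones before the deposited values were examined. Fig. 6B already shows the same libraries, so this choice was not blind to the outcome. The share of the leading paralog exceeded its mean share under the other 4 methods that place MMAP reads by 39.6 ± 1.59 percentage points (SD, n = 3) for miR165, 82.2 ± 3.08 for miR166 and 32.3 ± 3.298 for miR390, and did so in 3 of 3 libraries each time. An exact two-sided permutation test of the method labels within libraries gave p = 0.008 for each family (adjusted p = 0.008, Benjamini-Hochberg over the 3 families), the smallest p that its 125 arrangements allow. The methods aligned the same libraries, and bowtie, bwa and ShortStack-R place MMAP reads at random by design. This p therefore does not measure variation between plants. Among the alternatives in percentage points, leaving out replicate 1 or 2 moved these differences most, to 34.0 for miR390 and 83.9 for miR166. Of the remaining miR166 paralogs, *MIR166f* received 5.23% of the reads in replicate 2 but 0.180% in replicate 1 and 0.230% in replicate 3. *MIR166e* received 0.220% in replicate 2 but 0.0173% in replicate 1 and 0.0250% in replicate 3. *MIR166b* received 0.0230% ± 0.00309 (SD, n = 3), or 17.6 ± 3.60 RPM. In replicate 1, 0 of the 688233 reads were placed at *MIR166g*, which allows a share of up to 0.000436% by the counting of placed reads alone. This limit leaves out the counting of the uniquely aligned reads that guide the placement, and may therefore be too low. *MIR166g* received 95 reads (0.0125%) in replicate 2 and 48 reads (0.00622%) in replicate 3.

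**Figure D2:**
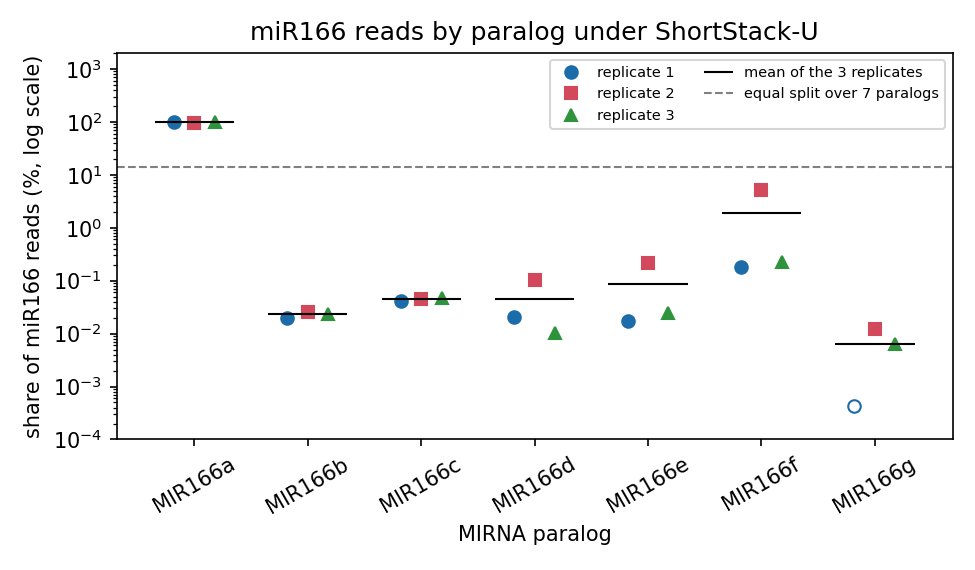
Share of the miR166 reads placed at each of the 7 paralogs under ShortStack-U, in percent on a log scale, for the 3 replicate libraries. Bars are means, the dashed line is an equal split, and the open circle marks a count of 0 drawn at the 0.000436% that 3 reads would give. This value covers the counting of placed reads only. *MIR166a* lies between 94.4 and 99.7%, and *MIR166f* at 5.23% in replicate 2.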

ShortStack’s U method produced mature miRNA alignments that were mostly similar to the results from qRT-PCR of the primary transcripts (Figure 6B). In contrast, the other alignment methods suggested nearly equal accumulation of mature miRNAs from each of the paralogs. 

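The evenness of placement was measured as the largest absolute deviation of any paralog's share from an equal split. For miR165, where an equal split is 50% each, this deviation was 1.11 ± 0.106 percentage points (SD, n = 3) under ShortStack-F, 0.0507 ± 0.0543 under bowtie, 0.0607 ± 0.0111 under bwa and 0.144 ± 0.145 under ShortStack-R. For miR166, where an equal split is 14.3% each, it was 4.60 ± 0.152 under ShortStack-F, 7.16 ± 0.0347 under bowtie, 0.0811 ± 0.0425 under bwa and 0.0736 ± 0.00507 under ShortStack-R. For miR390, it was 2.76 ± 1.09, 1.20 ± 1.21, 0.425 ± 0.321 and 0.400 ± 0.182 in the same order. Several of these small values rest on 1 library. Without replicate 1, the miR390 value was 0.502 under bowtie and 0.251 under bwa. Without replicate 3, the miR165 value was 0.0195 under bowtie, and without replicate 2 it was 0.0606 under ShortStack-R. Under ShortStack-U it reached 39.9 ± 1.50 for miR165, 83.6 ± 3.08 for miR166 and 33.0 ± 3.72 for miR390, above every other method in 3 of 3 libraries (exact two-sided permutation test of method labels within libraries, p = 0.008 and adjusted p = 0.008 for each family). Because bowtie, bwa and ShortStack-R place MMAP reads at random by design, any strongly uneven weighting would exceed them. The p-value therefore adds little to the sizes, and it does not measure variation between plants. With the root mean square deviation in place of the largest, the difference between ShortStack-U and the mean of the other methods was 32.9 percentage points for miR166 instead of 80.6, with the same p. The counts were also set against an equal split by chi-square goodness of fit within each library, in 45 tests with Benjamini-Hochberg adjustment. These compare reads within single libraries. An adjusted p under 0.05 was found in 9 of 9 tests under ShortStack-U, in 8 of 9 under ShortStack-F, in 4 of 9 under bowtie, in 1 of 9 under ShortStack-R and in 0 of 9 under bwa, where 0 were under 0.05 before adjustment as well. The 1 test under ShortStack-R was miR165 in replicate 2, with 50.3% of the reads at *MIR165a* (chi-square test, adjusted p = 0.0054). Under ShortStack-F, *MIR166a* received 18.9% ± 0.152 (SD, n = 3) of the miR166 reads, which is 1.40 ± 0.0138 times the mean of the 6 others (exact permutation test of paralog labels within libraries, two-sided, p = 0.0029, the smallest that 343 arrangements allow). *MIR165a* had 51.1% ± 0.106 and *MIR390a* 52.8% ± 1.09 under ShortStack-F, each above 50% in 3 of 3 libraries.

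**Figure D3:**
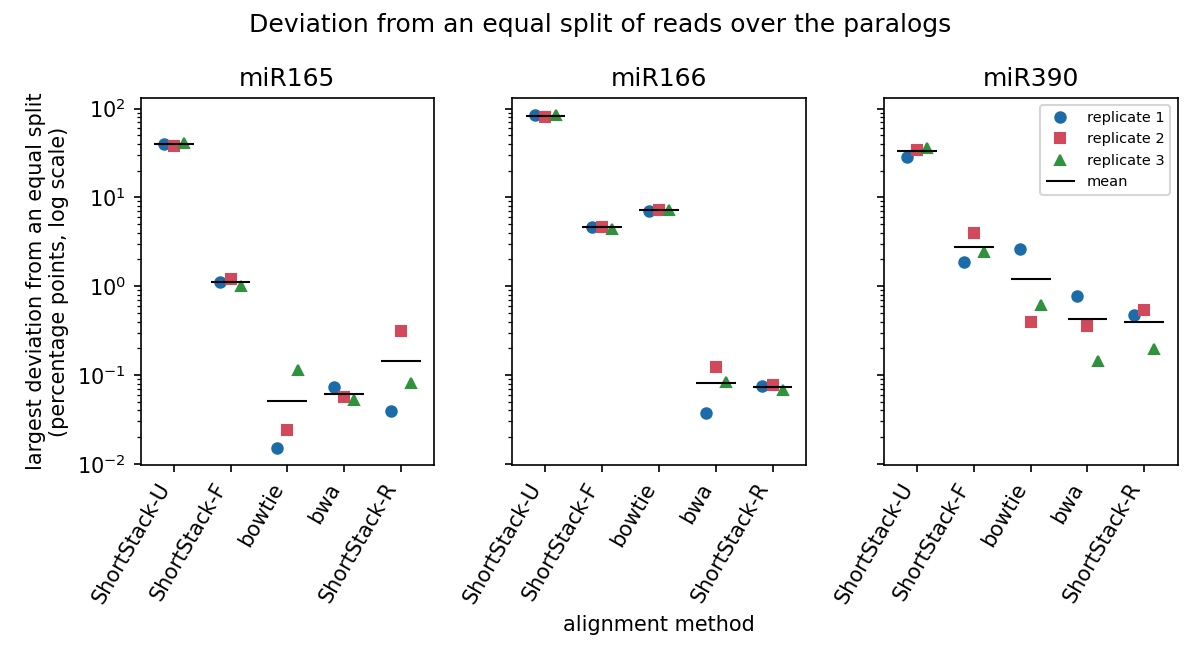
Largest absolute deviation of a paralog's share from an equal split, in percentage points on a log scale, by alignment method for each family. Symbols are the 3 replicate libraries and bars their means. ShortStack-U lies at 39.9, 83.6 and 33.0 percentage points on average, and bwa at 0.0607, 0.0811 and 0.425.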

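For a scaled value, the RPM of each paralog was divided by the highest paralog of its family in the same library and method. The paper's text does not name the scaling it used. Under ShortStack-U the leading paralogs were at 1 in every library. *MIR165b* was then at 0.112 ± 0.0186 (SD, n = 3) and *MIR390b* at 0.207 ± 0.0551. *MIR166f* was at 0.0198 ± 0.0308, a mean that rests on replicate 2, where it was 0.0554. Without replicate 2 it was 0.00205. *MIR166b* was at 0.000235 ± 3.86e-05 (SD, n = 3). Scaling to the highest value over the 3 libraries in place of each library lowered *MIR165b* to 0.0925. For the 8 paralogs that do not lead their family, mean scaled values ran from 0.712 to 0.956 under ShortStack-F, from 0.458 to 0.9995 under bowtie, from 0.988 to 0.999 under bwa and from 0.984 to 0.9996 under ShortStack-R. The squared residual errors themselves need the qRT-PCR values and were not analysed here.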

We quantified the fit between the qRT-PCR data and the sRNA-seq alignment data by analyzing the squared residual errors between the scaled expression levels (Figure 6C). By this metric, ShortStack-U predicts the specific contributions of miRNA paralogs significantly (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05) better than all other tested methods.

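Taken against each other method alone, ShortStack-U gave the leading paralog a higher share in 3 of 3 libraries in all 12 comparisons, by between 30.2 percentage points (ShortStack-F, miR390, SD 3.34, n = 3) and 83.6 (ShortStack-R, miR166, SD 3.09). A higher share of the leading paralog measures how concentrated the reads are, not how close they are to the primary transcripts. It does not register *MIR166b*, whose primary transcript stands next to that of *MIR166a* in Fig. 6A. ShortStack-U placed 0.0230% of the miR166 reads there on average. An exact paired permutation test cannot give a p below 0.25 with 3 libraries, and gave 0.25 in all 12 comparisons. From the distance between these alignments and the primary transcripts, the paper concludes that ShortStack-U predicts the contributions of the paralogs better than the other methods.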

**Figure 6:**
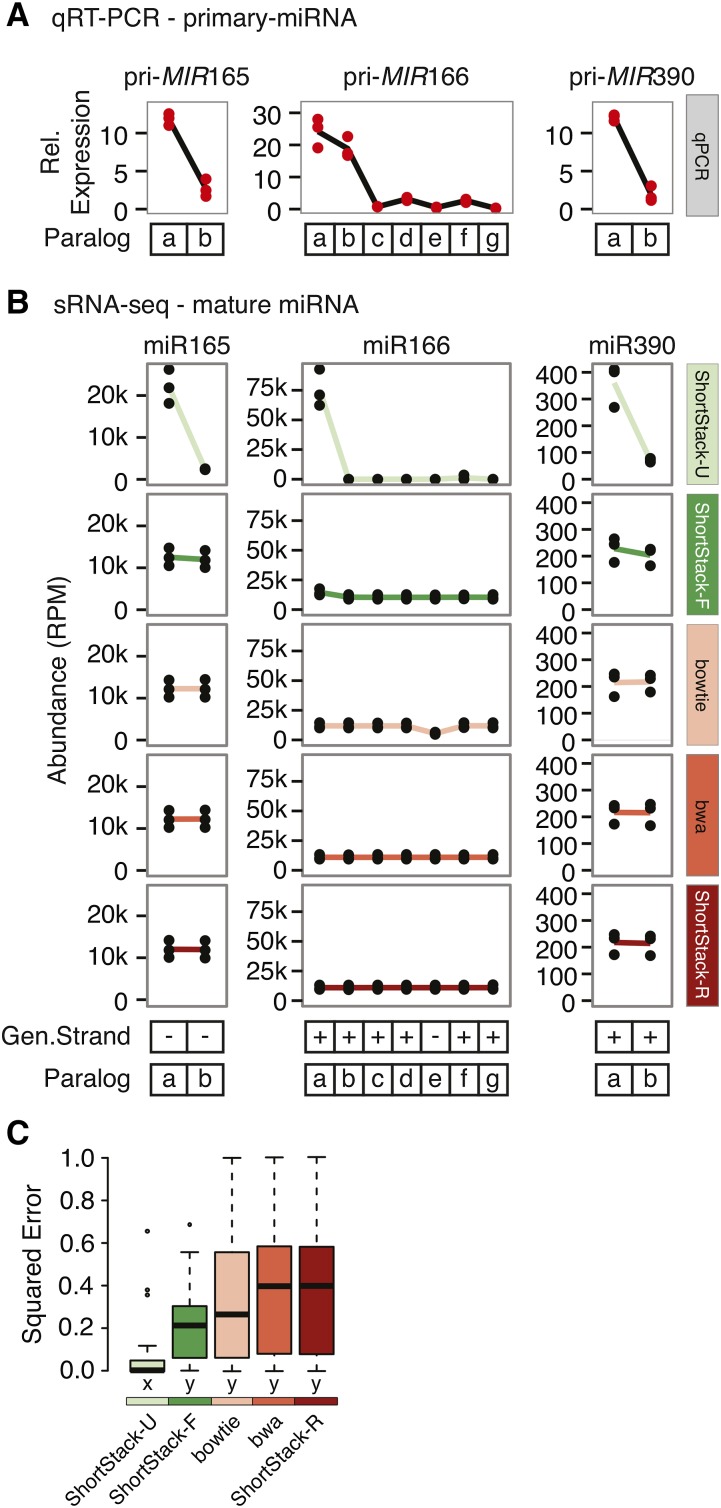
Experimental assessment of sRNA-seq alignment methods using miRNA paralogs. (A) Relative expression of the indicated primary *MIRNA* transcripts in *A. thaliana* Col-0 inflorescences assessed via qRT-PCR. Values are normalized to 1 / 1000 those of *ACTIN2*. Dots show values from biological replicates (*n* = 3). (B) Accumulation of the indicated mature miRNAs from each of their possible paralogs as determined by different sRNA-seq alignment methods. Values are from three biological replicate sRNA-seq libraries from *A. thaliana* Col-0 inflorescences. (C) Squared residual errors from comparisons of scaled qRT-PCR data to scaled sRNA-seq alignment results. Boxplots show medians (horizontal bars), the 1st to 3rd quartile range (boxes), data out to 1.5 times the interquartile range (whiskers), and outliers (dots). Treatments sharing a common letter indicate groups that are not significantly different by nonparametric analysis (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05).

When DCL enzymes are absent from *A. thaliana*, longer double-stranded RNAs accumulate that are dependent on RNA polymerase IV (Pol IV) and RNA-dependent RNA polymerase 2 (RDR2) (Li *et al.* 2015; Blevins *et al.* 2015; Zhai *et al.* 2015; Yang *et al.* 2016; Ye *et al.* 2016). These are likely to be the direct substrates for the DCL3-mediated production of 24-nt siRNAs by excision from the ends of precursors. We identified a set of longer precursors from *dcl2/dcl3/dcl4* triple mutant plants that could be uniquely mapped to the reference genome. We then computationally diced this set of precursors to create predicted mature 24-nt siRNAs, and examined the corresponding wild-type sRNA-seq libraries to find cases where the putative mature siRNAs actually were sequenced. The wild-type sRNA-seq libraries were aligned with various methods. Cases where the mature siRNAs of interest were MMAP allowed assessment of alignment precision, as we presume their uniquely aligned precursors represent the correct alignment positions. ShortStack-U significantly (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05) outperformed other alignment methods (Figure 7) in this analysis, as measured by precision. Thus, experimental data from both miRNAs and endogenous siRNAs support the hypothesis that ShortStack’s U alignment method is superior.

**Figure 7:**
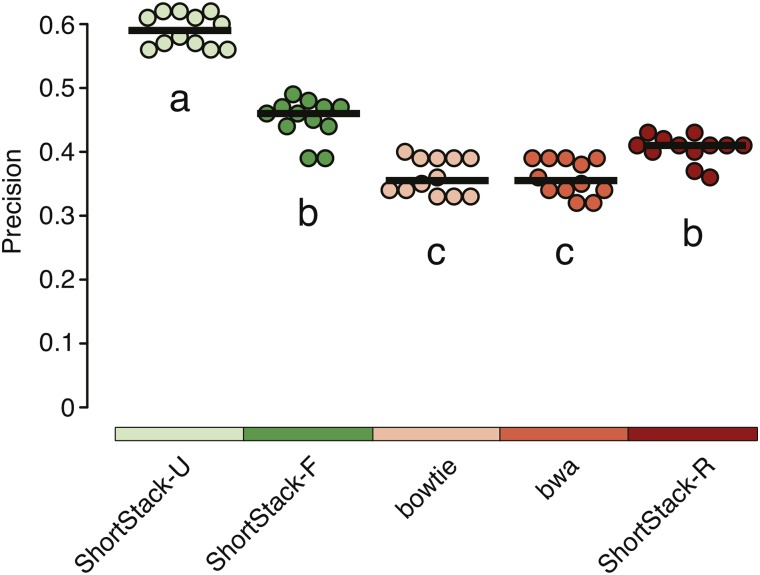
Precisions from alignments of *Arabidopsis thaliana* MMAP 24 nt siRNAs whose true origins are known based on a unique precursor alignment. Dots, data from individual libraries; horizontal bars, medians. Treatments sharing a common letter indicate groups that are not significantly different by nonparametric analysis (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05).

### Bowtie shows bias in random read placement

When run under default settings, bowtie (Langmead *et al.* 2009) randomly selects one possible alignment position for MMAP reads. However, the software documentation warns that biased strand selection, where alignment positions from one strand are favored, can occur (Langmead *et al.* 2009). For sRNA-seq data, we have observed that this strand bias is quite strong. We observe a strong top-strand bias when bowtie is run under default settings to align sRNA-seq data (Figure 8). Indeed, this can affect estimation of miRNA accumulation from paralogs (Figure 6B, miR166e). This bias is not apparent when other methods are used (Figure 8). 

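Under bowtie, *MIR166e* received 5477 ± 1007 RPM (SD, n = 3), and its RPM was 0.461 ± 0.00241 times the mean of the other 6 miR166 paralogs. The ratio lay between 0.458 and 0.463 in the 3 libraries, while each of the 6 plus-strand paralogs lay between 1.09 and 1.11 times the mean of its others. An exact two-sided permutation test of the paralog labels within libraries gave p = 0.0029, the smallest p it allows. The paper singled out *MIR166e* from these same libraries, so this p does not count the choice among the miR166 paralogs. The same ratio for *MIR166e* was 0.998 ± 0.00295 under bwa (SD, n = 3; exact permutation p = 0.24), 0.999 ± 0.00292 under ShortStack-R (exact permutation p = 0.58) and 0.935 ± 0.00165 under ShortStack-F, where *MIR166a* takes the excess. Relative to its own RPM under ShortStack-R, *MIR166e* under bowtie was at 0.499, the alternative that moved the ratio most. In shares of the miR166 reads, *MIR166e* had 7.16% in replicate 1 (interval 7.10 to 7.23%), 7.12% in replicate 2 (interval 7.07 to 7.18%) and 7.10% in replicate 3 (interval 7.04 to 7.15%), which did not differ between libraries beyond counting error (chi-square 2.63 with 2 degrees of freedom, p = 0.27). In the families whose paralogs share a strand, bowtie placed 49.98% ± 0.0768 (SD, n = 3) of the miR165 reads at *MIR165a* and 49.5% ± 1.79 of the miR390 reads at *MIR390a*. The paper points to miR166e as a case where the strand bias of bowtie can alter the estimated accumulation.

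**Figure D4:**
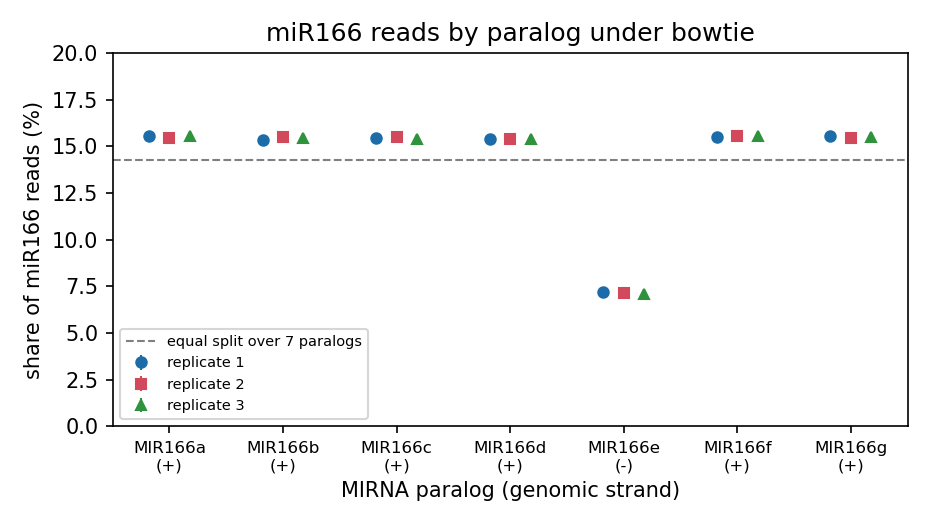
Share of the miR166 reads placed at each of the 7 paralogs under bowtie, in percent, for the 3 replicate libraries, with the genomic strand of each paralog. Intervals of 95% are smaller than the symbols, and the dashed line is an equal split. *MIR166e*, the paralog on the minus strand, lies between 7.10 and 7.16%.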

Small RNA polarity is an important feature used for annotations, so it is conceivable that this strand bias could distort results.

**Figure 8:**
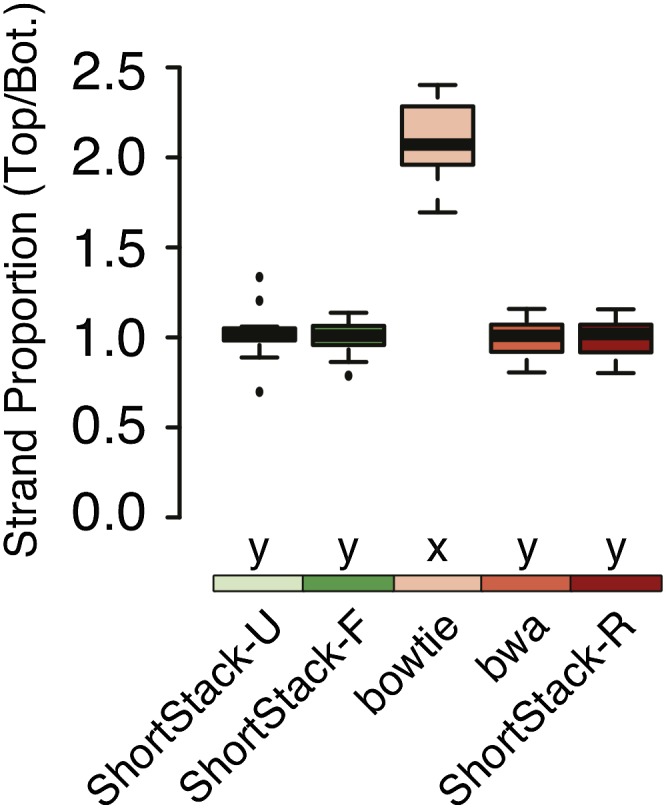
Strand-biased selection of MMAP alignment positions by bowtie. Bias is shown as the overall ratio of top-strand aligned reads to bottom, based on simulated libraries from *A. thaliana* (*n* = 15). Boxplots show medians (horizontal bars), the 1st to 3rd quartile range (boxes), data out to 1.5 times the interquartile range (whiskers), and outliers (dots). Treatments sharing a common letter indicate groups that are not significantly different by nonparametric analysis (Kruskal-Wallis ANOVA with Dunn multiple comparison test, α = 0.05).

### Speed testing

We compared the alignment speed of our methods with those of other aligners. To account for differences caused by different genome sizes and/or sRNA-seq libraries, we measured speed in normalized units. Because bowtie under default settings was always the fastest method, we normalized each run to a multiple of the bowtie-default completion speed. The time spent on genome-indexing was not part of this assessment. In general, our favored method, ShortStack-U, was 5–10 times slower than bowtie-default, but comparable to bwa (Figure 9). Given that the results of ShortStack-U are superior to the other methods, we feel that the extra time is an acceptable trade-off. In absolute terms, the wall-time for our ShortStack-U runs on these data ranged from 6 min to 2.5 hr, compared with bowtie-default, which ranged from 1 min to 32 min.

**Figure 9:**
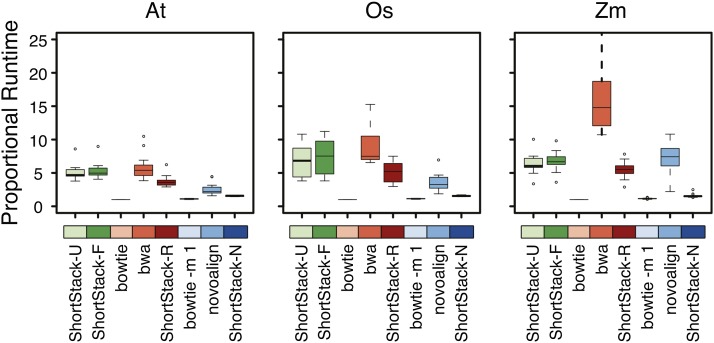
Comparison of alignment times for real sRNA-seq libraries with the indicated methods. Boxplots show medians (central bars), the 1st to 3rd quartile range (boxes), other data out to 1.5 the interquartile range (whiskers), and outliers (dots); *n* = 15, 12, and 21 for the At, Os, and Zm data, respectively. At, *A. thaliana*; Os, *O. sativa*; Zm, *Z. mays*.

### Conclusions

A particularly important goal of ours is to reduce the likelihood of false discoveries in small RNA gene annotation. Reducing the number of incorrect alignments is likely to reduce spurious annotations. ShortStack-U gives fewer false positives for MMAP reads than all other methods for sRNA-seq alignment (Figure 4, Figure 5, and Figure 7). The experimental evidence identifying miRNA alignment is striking, as mature miRNAs are remarkably poorly placed through standard approaches (Figure 6). It is likely that misalignment of this nature is significantly misrepresenting the abundance of many loci, conceivably resulting in misannotations. ShortStack-U’s alignment method reduces these risks, striking a balance between precision and sensitivity.

A method that is capable of identifying the true site of origin for all MMAP sRNA-seq reads is elusive. To achieve reasonable precision, our methods accept reduced sensitivity by ignoring highly MMAP reads. However, it should be kept in mind that these reads are part of the small RNA profile too, and should not be completely ignored. Future development of sRNA-seq alignment methods should focus on increasing precisions to allow confident placement of even the most repetitive reads. Until then, these most highly repetitive reads can be analyzed using methods independent of alignment to the reference genome.

Overall, our work demonstrates that sRNA-seq alignments can be significantly improved by using local weighting to guide placement of multi-mapped reads, and that biases in placement of multi-mapped reads can influence downstream analyses.

## Supplementary Material

Supplemental Material

# Supplementary material for: Improved Placement of Multi-mapping Small RNAs
**Source:** G3 (Bethesda). 2016 May 11;6(7):2103–11. doi: 10.1534/g3.116.030452
**Supplement:** Supplemental Material

Improved Placement of Multi-mapping Small RNAs — Supplemental Material 

# Improved Placement of Multi-mapping Small RNAs

## Supplemental Material for Johnson *et al.*, 2016

**Files in this Data Supplement:**

- File S1 - *sRNA-simulator.py*: Python script used to create simulated sRNA-seq datasets. (.txt, 67 KB)
- Table S1 - Dataset accession numbers and descriptions. (.xlsx, 97 KB)
- Table S2 - Versions and settings. (.xlsx, 78 KB)
- Table S3 - Oligo sequences. (.xlsx, 291 KB)
- Table S4 - Methods used for placement of MMAP sRNA-seq reads in 20 previous studies. (.xlsx, 72KB)

How the deposited data were processed for this re-analysis (not part of the article)

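The data were sRNA-seq reads of 3 biological replicate libraries from inflorescences of wild-type Col-0 *A. thaliana*, the libraries of Fig. 6B. Small RNAs had been ligated to adapters and sequenced by the authors with the kit and instrument named in the methods, and the 3′ adapters removed. The authors aligned each library to TAIR10 by 8 methods, which were ShortStack in modes U, F, R and N, bowtie, bowtie with -m 1, bwa and Novoalign, with the versions and settings of Table S2. They deposited 1 table with 264 entries, each giving a library, a method, a locus, the count of reads placed there and the same count as RPM. The deposited counts were whole numbers without normalization. The deposited RPM values were those counts divided by 1 total per library, which was found to be the same for all loci and methods of a library. Because the total is common to the methods, a method that places fewer reads is not rescaled, and because every locus was counted on its own, a read placed at another paralog moves between loci without changing the family sum. Replicates were not pooled. The column of libraries was matched to the replicates by the names the authors gave them, and 0 columns of values were left unused.

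Library totals were between 8274294 and 11578886 reads, with a median of 9624898. At these totals, 3 reads, the limit that a count of 0 allows, are worth between 0.259 and 0.363 RPM. The miR390 family, with 3297 to 5687 reads per library, is the least precise of the 3 families.

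The share of each paralog in the RPM of its family, the largest deviation from an equal split, the ratio of *MIR166e* to the other miR166 paralogs, the family totals and the values scaled to the highest paralog were computed per library and method. Means and SD are over the 3 libraries. The 3 methods that ignore MMAP reads listed 0 at every locus, so that a share is undefined there, and the tests cover the 5 methods that place MMAP reads. All methods aligned the same libraries, so method labels were permuted within libraries, and all arrangements were enumerated. Paralog labels were permuted within libraries in the same way. Chi-square tests against an equal split compare reads within 1 library, not conditions. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. The samples form 1 condition, so no groups of samples were compared. By a rule set with the tests, every paralog shown in Fig. 6 is named. The alternatives were the median and the summed RPM in place of the mean, raw counts in place of RPM, a filter at 10 RPM, a log2 scale with pseudocounts of 1, 0.1 and 10, permutation without the library as a block, and leaving out each replicate. Others were the root mean square deviation, other references for the ratios and the scaling, 24-mers and a window of 125 nt.

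The genome and annotation used for sequences were TAIR10.1, and no coordinates of the authors were used with it. Mature miRNAs, miRNA* and primers were matched exactly on both strands of all chromosomes and organelles, with products searched up to 2000 nt. The window of a locus was built from 5 bins of 50 nt around the bin of the leftmost nucleotide of the mature miRNA.

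Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The test code was first tested on simulated data. With equal placement or no difference between labels, between 4.40 and 5.10% of simulated cases had p under 0.05. With 1 paralog drawn at 5% lower odds, the chi-square test called 100% of 2000 simulated miR166 families at the size of replicate 1 and 29.8% of 2000 simulated miR390 families. The qRT-PCR values, the squared residual errors that need them, and reads outside the 11 loci were not analysed here.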

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

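The differences in the share of the leading paralog, the differences in the largest deviation, the 12 comparisons of ShortStack-U with single methods and the ratio of *MIR166e* under bowtie are 19 results, which were recomputed under 102 combinations of result and alternative. None changed direction, and none of those with a p-value changed its side of the threshold. The RPM summed over the libraries gives no p-value. It moved the differences in the share of the leading paralog, those in the largest deviation and the ratio of *MIR166e* by less than their SD over the replicates, and was not tried for the 12 comparisons with single methods. For the share of the leading paralog, adjusted exact permutation p-values ran from 0.0022 without the replicate block to 0.04 with the median or with a replicate left out. With a replicate left out, 0.04 is the smallest p that 2 libraries and 5 methods allow. Because every method aligned the same libraries, the library pairs the values by design, and permuting without it left the differences in the share of the leading paralog past the threshold. This was not tried for the largest deviation or for *MIR166e* under bowtie. The comparisons with single methods cannot pass the threshold with 3 libraries, at 0.25 with the pairing and 0.1 without it, so that their p-values say nothing about stability.

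With each replicate left out in turn, the difference in the share of the leading paralog lay from 39.0 to 40.5 percentage points for miR165, from 81.3 to 83.9 for miR166 and from 30.8 to 34.0 for miR390, and the ratio of *MIR166e* under bowtie from 0.459 to 0.462. On the log2(RPM + 1) scale, the leading paralog stood above the mean of its others by 3.15 more under ShortStack-U than under the other methods for miR165, 11.04 for miR166 and 2.25 for miR390. With a pseudocount of 0.1 the miR166 value was 11.29 and with 10 it was 10.41. Raw counts gave the same shares as RPM, and the filter at 10 RPM left the miR166 difference at 82.2.

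Of the 68 values that carry no test, 19 moved under at least 1 alternative, in 21 of 307 combinations, by more than the SD of the replicates or, for unique sequence, beyond its 95% interval. With the root mean square in place of the largest deviation, the miR166 deviation fell to 34.2 percentage points under ShortStack-U, 1.88 under ShortStack-F, 2.92 under bowtie and 0.0384 under ShortStack-R, because 7 paralogs are averaged. With the RPM summed over the libraries, the largest deviation was 0.0289 for miR165 under bwa and 0.0457 for miR166 under ShortStack-R. Under bwa, *MIR165a* was at 49.93, 50.06 and 49.95% in replicates 1, 2 and 3. These values lie on both sides of 50%, so the deviations partly cancel in the sum. Under ShortStack-R, the miR166 paralog farthest from an equal split was another in each library (*MIR166a*, *MIR166b* and *MIR166g* in replicates 1, 2 and 3). Scaled to the highest value over the 3 libraries, *MIR165b* under ShortStack-U was at 0.0925, *MIR166b* at 0.00019 and *MIR166c* at 0.000372, and *MIR166e* was at 0.594 under ShortStack-F, 0.82 under ShortStack-R, 0.378 under bowtie and 0.82 under bwa. This scaling adds the differences in RPM between libraries to those between paralogs. Unique sequence in the window rose with 24-mers to 100% at *MIR165a* and *MIR165b*, 98.4% at *MIR166f* and 98.8% at *MIR390a* and *MIR390b*. In the window of 125 nt it was 94.4% at *MIR166a*, 86.4% at *MIR166g* and 93.6% at *MIR390b*. *MIR166f* under ShortStack-U rests most on a single library, with a scaled mean of 0.0198 over the 3 libraries and 0.00205 without replicate 2, a change within its SD because replicate 2 is part of it. Depth limits the miR390 results, where a paralog drawn at 5% lower odds was called in 29.8% of 2000 simulated cases.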

Other observations

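The chi-square test of miR390 against an equal split under bowtie and the *MIR166e* ratio under ShortStack-R belong to the earlier tests. The other tests in this part were chosen after the values had been seen. Each explanation that remains is therefore a hypothesis. The replicates share 1 condition, and no biological explanation was tested.

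Replicate 2 stood apart in where ShortStack-U placed its miR166 reads. *MIR166f* took 39899 reads there (5.23% of the family), against 1240 in replicate 1 and 1770 in replicate 3, and *MIR166e* took 1676 reads against 119 and 193. The share of *MIR166f* was 22.8 times that of the higher of the other replicates, while the library total was 1.20 to 1.40 times theirs, so depth alone is argued against. A general rise of the smaller paralogs is argued against as well, since the share of *MIR166b* was 1.14 times and that of *MIR166c* 0.966 times that of the higher of the other replicates. *MIR166d*, *MIR166e* and *MIR166g* did rise, by factors of 5.18, 8.78 and 2.00. Chance in the draw that places each read would not recur in another run of the software, but under ShortStack-F in replicate 2 *MIR166f* was 1.03 times the mean of *MIR166c*, *MIR166d*, *MIR166e* and *MIR166g* (exact binomial p = 5.0e-17), and 1.003 and 0.998 times in replicates 1 and 3 (exact binomial p = 0.46 and 0.62). A candidate explanation is that the library of replicate 2 held more uniquely aligned reads near *MIR166f*. If the miR166 reads themselves give each paralog an equal weight under ShortStack-F, the excess of *MIR166f* there is 7.11% of the excess of *MIR166a* (95% bootstrap interval 5.48 to 8.75%), and the ratio of the reads placed by ShortStack-U was 5.54%. Whether such reads came from the plants or from the library preparation stays open, because reads outside the mature miRNAs were not analysed here.

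*MIR166b* took between 137 and 199 miR166 reads per library under ShortStack-U, although Fig. 6A shows its primary transcript next to that of *MIR166a* and above the other miR166 paralogs. A lack of unique sequence in the window as a whole is argued against, with 225 unique 21-mers of 250 at *MIR166b* and 227 at *MIR166a*. Within the annotated locus, 81 of 100 21-mers were unique at *MIR166b* and 127 of 150 at *MIR166a*. These counts do not show which 21-mers give reads. They therefore cannot exclude that the reads of *MIR166b* arise mostly from shared sequence. Reads shared by both loci, such as the identical annotated miRNA*, carry no weight under ShortStack-U but do under ShortStack-F, where *MIR166b* was 1.008 times the mean of *MIR166c*, *MIR166d*, *MIR166e* and *MIR166g* over the summed replicates (exact binomial p = 5.1e-05). It was above 1 in 3 of 3 replicates, though not past counting error in replicate 1 (exact binomial p = 0.16). Such reads may therefore hide part of the output of *MIR166b* from ShortStack-U. Whether they account for all of it stays open. With every shared read taken as its own, and if the miR166 reads themselves give each paralog an equal weight under ShortStack-F, the share of *MIR166b* would have been 2.47, 5.10 and 4.02% in replicates 1, 2 and 3, with a highest upper 95% bound of 7.99%. This weighting was assumed, and the share to be reached has no number here because the qRT-PCR values were not analysed. Whether the primary transcript of *MIR166b* is processed less, or gives few sequenced fragments, was not tested.

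The same reasoning gives a rough size for the evidence behind each placement. The counts under ShortStack-F correspond to 40031 unique reads near *MIR166a* in replicate 1 (95% bootstrap interval 39164 to 40906), to 6008 near *MIR165a* (4906 to 7136) and to 180 near *MIR390a* (6.85 to 370). Near *MIR390a* they correspond to 635 (409 to 884) in replicate 2 and 242 (84.4 to 417) in replicate 3. This holds if reads other than the family's own and the unique ones are left out of account, and if the other paralog of miR165 or miR390 has unique reads in the ratio found under ShortStack-U. The split of the miR390 reads may thus rest on fewer unique reads than the 3297 to 5687 reads that were placed, and a counting interval on the placed reads would then be too narrow. The same applies to the other families. In replicate 1, 233318 miR165 reads and 688233 miR166 reads were placed, against the 6008 and 40031 unique reads above. The weighting behind these sizes was assumed. This rests on the weighting described in the paper and on the agreement of 7.11% and 5.54% given above for *MIR166f*.

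For *MIR166e* under bowtie, fewer matching reads are argued against by its ratio of 0.999 to the other paralogs under ShortStack-R. A strand preference would leave families on 1 strand evenly divided, and the smallest share of a miR165 or miR390 paralog under bowtie was 47.4% in any library, in *MIR390a* of replicate 1. That split was itself uneven beyond counting error (chi-square p = 0.0029, adjusted p = 0.0059), in a family with no paralog on the other strand. Over the summed libraries *MIR166e* received 7.13% of the miR166 reads (95% interval 7.09 to 7.16%), and a paralog placed at 50% of an equal share would receive 7.14% (exact binomial p = 0.36, and 0.48, 0.53 and 0.11 in replicates 1, 2 and 3). The values are consistent with bowtie giving the single minus-strand position 50% of an equal share and dividing the rest over the plus strand, although the 7 counts together departed from that in replicate 1 (chi-square p = 0.015). With 1 minus-strand paralog among the miR166 loci, the strand and the locus cannot be separated by this table alone.

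The primers that Table S3 lists for *MIR166g* enclose 59 nt of TAIR10.1, and the paper's amplicon length for them is 75 nt, while the other 11 pairs, *ACT2* included, enclose exactly the length that Table S3 gives. The reverse primer of *MIR166g* is listed at 27 nt and its printed sequence has 29. It is the only primer of the 24 whose printed and listed lengths differ. Its sequence, GGCCAAAAAGCTTCTGAAACATATATAGG, has 1 exact match in the genome.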
